A study of Mus musculus with 12 samples.

How the data were processed

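RNA was sequenced from 12 cultures of ID8-OR, a mouse ovarian cancer line that lacks BRCA2 and has become resistant to inhibitors of poly(ADP-ribose) polymerase (PARP). The cultures form 4 groups of 3, by line (a scramble control line or a Rad52 knockout line) and by treatment (1 µM of the PARP inhibitor olaparib or its DMSO vehicle, for 24 h). Groups and replicate numbers were taken from the titles of the samples. The labels also name 2 batches: every vehicle library is in the first and every olaparib library in the second. Per the labels' protocols, total RNA was extracted on columns with DNase treatment, poly-A RNA was selected with oligo-dT beads, fragmented and copied with random hexamers, and the libraries were read as paired ends on an Illumina NovaSeq X Plus. The aligner, the counting program, the annotation release and the use of strand are not stated in the labels or the file headers, so reads from overlapping genes on opposite strands, and from near-identical copies, may have been assigned to either.

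The authors deposited 1 table per library, which lists 78395 features with their exon positions. Per the file headers, each table gives a count, a CPM value, an FPKM value and a TPM value per feature. The deposited counts are whole numbers. The deposited CPM values equal the count divided by the total of all features and scaled to CPM, and the deposited FPKM and TPM values add a division by feature length. Counts were the starting point of every test. The deposited CPM values were used only to check the library totals, and the FPKM and TPM values were not used here. Of the features, 78298 carry mouse Ensembl gene identifiers. The other 97 name no mouse gene (92 external spike-in sequences and 5 transgenes). They held 10 counts over all 12 libraries, 2.58e-06 percent of the total, and stayed out of library sizes and tests. The genome build is not stated. Of the gene identifiers, 99.8% were found in the GENCODE release M39 annotation of GRCm39, each with an interval that overlapped the annotated gene on that build, and for 81.1% the start and end were identical. Coordinates are therefore given on GRCm39, and gene symbols and biotypes were taken from that annotation.

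Total counts per library ran from 29340849 to 35753056, a range narrow enough that no library was much shallower than the others. A count of 0 in a library leaves room for a level of up to 3 counts over the size of that library. Fold differences against a group at 0 are given as lower bounds computed from that floor, averaged over the 3 libraries of the group. Where a group held 1 to 3 counts in all, the ratio of the pooled values is given with an exact Clopper-Pearson 95% interval. Such bounds and intervals cover counting error only. No pair of replicates was a duplicate: the chi-square per gene between the libraries of a group ran from 6.03 to 99.2, where sampling noise alone gives about 1.

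Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by the package's default expression filter (19143 genes), library sizes were scaled by the trimmed mean of M-values (TMM), and 1 quasi-likelihood model with a mean per group was fitted to all 12 libraries, with a robust prior and 8 residual degrees of freedom. The common biological coefficient of variation was 15.4%. From this model 5 contrasts were tested with two-sided quasi-likelihood F tests: knockout against scramble in vehicle and in olaparib, olaparib against vehicle in each line, and the interaction, which is the difference between the 2 knockout effects. Genes with a Benjamini-Hochberg adjusted p under 0.05 within a contrast are referred to as called. Standard errors of log2 fold changes were derived as the absolute log2 fold change divided by the square root of the F statistic. Levels are given as CPM on TMM-scaled library sizes, as mean ± SD over 3 libraries. Any single split of 3 libraries against 3 has 10 exact arrangements, so a permutation of the libraries of a single gene cannot reach a two-sided p under 0.1, and the tests above rest on the spread shared across genes.

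Because treatment and batch coincide, no term for batch could be added to the model and no batch gives an olaparib effect on its own. The olaparib contrasts therefore measure olaparib plus batch. The knockout contrasts lie within a batch. In the interaction, a batch shift that is the same on the log scale in both lines cancels, while a shift that differs between the lines does not. There is 1 knockout line, so the knockout contrasts measure the difference between these 2 lines, of which the loss of Rad52 is a part. The 2 knockout contrasts have no library in common, and neither do the 2 olaparib contrasts.

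Gene lists, 8 in all, were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and an inter-gene correlation preset at 0.01, over 5 contrasts, with Benjamini-Hochberg adjustment over the 40 tests. The lists cover DNA repair and PARP inhibitor response, p53 targets, the interferon response, NF-kB and inflammatory cytokines, DNA replication and G1/S, G2/M and mitosis, cholesterol biosynthesis, and extracellular matrix and TGF-beta, and 253 of their members were tested. The tests fry and camera with an estimated correlation were run beside it. The contrasts, the model, the lists and the genes to be named were fixed before the data were examined. The genes named are Rad52 with Brca2, Trp53, Cdkn1a, Mdm2, Parp1, Abcb1a and Abcb1b in every contrast, then per contrast the 3 called genes with the largest change in each direction (average log2 CPM of at least 1, no placeholder or pseudogene symbol and, in pairwise contrasts, no overlap of CPM between the groups), and up to 5 called members per list in the knockout contrasts and the interaction. Any other gene or group of genes named was chosen after its values were seen. Of the called list members under this rule, 1 is not reported here.

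Alternatives that were tried are size factors by median ratio (RLE), upper-quartile factors, DESeq2 1.42.0 with its Wald test, all genes with a count, genes with a mean CPM of at least 1, the replicate number as a block, a prior that is not robust, only the 6 libraries compared, and leaving out each of the 12 libraries in turn. Another 2 were added after the data had been seen: offsets that remove each library's trends with GC content and transcript length, and leaving out mitochondrial genes before scaling. The test procedure was tested on simulated counts with the library sizes of the real libraries and the gene means of each treatment, pooled over the lines. In each simulated set 200 of the 19143 genes were changed. These were drawn from genes above a minimum mean count, so the shares recovered do not cover genes with the lowest counts. Of genes changed 2-fold, 78.0% were called in the knockout contrast in vehicle, 79.5% in olaparib and 36.0% in the interaction. Of genes changed 4-fold (2 on the log2 scale), the shares were 98.0%, 98.0% and 85.0%. Among the calls, 3.45% to 8.09% were genes that had not been changed. DESeq2 recovered 80.0% of the 2-fold changes in vehicle, with 12.1% false calls. In the simulated list tests, camera called 3 of the 3 shifted cases and 0 of the 22 cases with no shift. The shifted cases were 1 list, DNA replication, in 1 simulated data set. Genes were drawn independently there, so these tests cannot show how often camera calls lists whose genes vary together between replicates.

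Neighbouring genes were scanned in windows of 30 genes along each chromosome for shared shifts between the lines, over 12150 genes with an average log2 CPM of at least 1, against limits from 200 shuffles of gene order (the 95th percentile of the largest window median). A window was kept where both treatment arms passed their limit in the same direction. With gene order shuffled in simulation, 0 windows were kept, and a simulated shift of 0.4 on chromosome 16 was found at 91.9% of its genes with 0% of other genes.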

Results

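Gene expression was measured by RNA sequencing in ID8-OR cells, a mouse ovarian cancer line that lacks BRCA2 and is resistant to PARP inhibitors, to ask how the loss of RAD52 changes their response to olaparib. RAD52 is a DNA repair protein that anneals single strands, and olaparib blocks the enzyme PARP1 and its relatives. The 12 libraries form 4 groups of 3: scramble control cells in vehicle, Rad52 knockout cells in vehicle, scramble cells in olaparib and knockout cells in olaparib (1 µM for 24 h). Total counts per library lay between 29340849 and 35753056. At equal depth (29340849 counts), 30120 to 31181 genes had at least 1 count in the vehicle libraries and 32865 to 35416 in the olaparib libraries. Mitochondrial transcripts took 0.401% to 0.822% of the counts in vehicle and 4.16% to 5.87% in 5 of the 6 olaparib libraries. Scramble olaparib replicate 1 lay between these ranges, at 1.55%. The 10 most abundant genes took 3.86% to 7.76% of a library. All vehicle libraries belong to one batch and all olaparib libraries to the other. A difference between treatments is therefore olaparib plus batch, which cannot be told apart here, while a difference between lines lies within a batch.

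Principal component analysis of log2 CPM separated the treatments on the first component, with 61.6% of the variance, and the lines on the second, with 17.1%. On the first component the vehicle libraries lay from -75.9 to -57.4 and 5 olaparib libraries from 65.6 to 78.7. Scramble olaparib replicate 1 lay between them, at 9.98. On the second component the scramble libraries lay from 25.0 to 43.5 and the knockout libraries from -42.7 to -27.8. Pearson's r of log2 CPM across genes between libraries of a group ran from 0.979 to 0.995. The 2 lowest values involved scramble olaparib replicate 1.

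Rad52 (ENSMUSG00000030166, chromosome 6, 119879659 to 119899789 on GRCm39, plus strand, protein-coding) is the gene targeted in the knockout line, and its transcript was present in every library. In vehicle it stood at 14.1 ± 2.92 CPM (SD, n = 3) in scramble cells, with 10.7 CPM in the lowest library, and at 8.68 ± 2.02 CPM (SD, n = 3) in knockout cells, with 7.52 and 7.50 CPM in replicates 1 and 3 and a higher value in replicate 2 that passed the lowest scramble library. In olaparib it stood at 20.6 ± 6.19 CPM (SD, n = 3) in scramble cells, with 13.5, 24.8 and 23.5 CPM, and at 16.6 ± 0.902 CPM (SD, n = 3) in knockout cells, with 15.8, 17.6 and 16.4 CPM. These values rest on 242 to 788 counts per library. The ranges of the lines overlapped in both treatments. The log2 fold change of knockout against scramble was -0.70 (SE 0.22) in vehicle and -0.31 (SE 0.22) in olaparib, with adjusted p of 0.0752 and 0.369 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The decrease in vehicle passed the threshold in 5 of 22 alternatives, among them all genes with a count (adjusted p 0.00801 by the same test) and the fit without scramble olaparib replicate 1 (0.0123). Its adjusted p over the alternatives ran from 0.00801 to 0.288. A transcript that remains at this level gives no clear check of the line labels, since a disrupted gene can still be transcribed. With olaparib, Rad52 rose by 0.55 (SE 0.22, adjusted p 0.0443) in scramble cells and by 0.94 (SE 0.22, adjusted p 0.00214) in knockout cells on the log2 scale, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The first of these calls held in 12 of 22 alternatives and the second in 22 of 22, and the difference between them was not significant (log2 0.39, adjusted p 0.706 by the same test).

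**Figure D1:**
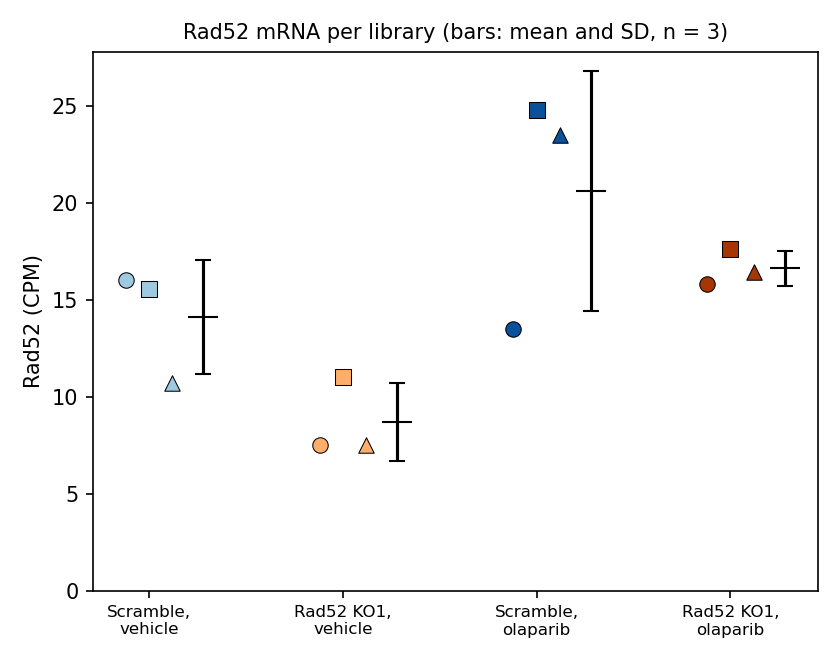
Rad52 transcript level in CPM on TMM-scaled library sizes (vertical axis) in the 4 groups (horizontal axis); points are libraries, and bars give the mean ± SD of 3 libraries. The transcript is present in all 12 libraries and the ranges of scramble and knockout overlap in vehicle, where scramble begins at 10.7 CPM, and in olaparib (13.5 to 24.8 against 15.8 to 17.6).

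The first comparison asked which genes differ between the Rad52 knockout line and the scramble line without drug. Of 19143 genes tested, 1196 were called, 399 higher and 797 lower in the knockout line, and 532 of them differed at least 2-fold. The count moved most when single libraries were left out. It fell to 629 without scramble vehicle replicate 1, 733 without scramble vehicle replicate 2, 788 without knockout vehicle replicate 2 and 785 without knockout vehicle replicate 3. It rose to 2053 without scramble olaparib replicate 1. That library is in neither group compared, but its spread enters the shared variance. Whether this made the rise was not tested. The largest increases were in Pdgfrb, Acta2 and Pros1, with no overlap between the 3 libraries of each line. The exact permutation p of such a separation is 0.1, the smallest that 3 against 3 libraries can give. Pdgfrb (chromosome 18, 61178222 to 61218133) rose from 0.0996 ± 0.0609 to 12.2 ± 3.29 CPM (SD, n = 3), a log2 fold change of 6.88 (SE 0.39, adjusted p 6.8e-09 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Acta2 (chromosome 19, 34218490 to 34232990) rose from 0.0920 ± 0.0558 to 8.07 ± 3.83 CPM (SD, n = 3), a log2 fold change of 6.43 (SE 0.48). Pros1 (chromosome 16, 62674670 to 62749709) rose from 0.214 ± 0.107 to 3.99 ± 0.631 CPM (SD, n = 3), a log2 fold change of 4.22 (SE 0.34). The largest decreases were in Tmem51, Anks6 and Spata6, all on chromosome 4. Tmem51 (141758303 to 141811615) stood at 6.14 ± 2.87 CPM (SD, n = 3) in scramble cells and had 0 counts in the 3 knockout libraries, so it was at least 67.9-fold lower. Anks6 (47015669 to 47057427) had 1037 counts over the scramble libraries and 1 over the knockout libraries, a 1028-fold difference with an exact 95% interval of 184 to 40628. Spata6 (111577181 to 111686381) had 1018 counts against 1, a 1009-fold difference with an exact 95% interval of 181 to 39884.

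In olaparib, the same comparison between the lines called 2557 genes, 1192 higher and 1365 lower in the knockout line, of which 820 differed at least 2-fold. Without knockout olaparib replicate 1, 2 or 3 the count was 1578, 1026 or 1298. With GC and length trends removed, 59.5% of the calls were higher in the knockout line, against 46.6% without that step. Pdgfrb, Acta2 and Pros1 again had the largest increases, with log2 fold changes of 4.91 (SE 0.39), 4.72 (SE 0.41) and 4.63 (SE 0.35). Tmem51 and Anks6 had 0 counts in the 3 knockout libraries, against 11.2 ± 0.499 and 8.35 ± 1.65 CPM (SD, n = 3) in scramble cells, and were at least 114-fold and at least 85.0-fold lower. Pxdn (chromosome 12, 29987607 to 30067657) had 12656 counts over the scramble libraries and 5 over the knockout libraries, with means of 133 ± 14.2 and 0.0543 ± 0.0492 CPM (SD, n = 3) and a log2 fold change of -11.15 (SE 0.46, adjusted p 2.0e-10 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

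The 2 comparisons between the lines were set side by side to ask whether the lines differ in the same way with and without olaparib. They have no library in common. Of the genes called in either, 705 were called in both with the same sign (221 higher and 484 lower in the knockout line) and 1 with opposite signs. Of the genes called in vehicle, 94.4% had the same sign in olaparib, and of those called in olaparib, 90.0% had the same sign in vehicle. Across the 19143 genes, which are not independent replicates, the log2 fold changes had a Pearson's r of 0.661 and a Spearman's rho of 0.450. The coefficient r changed most with the filter on low counts, to 0.127 with all genes that had a count. Genes called in one treatment and not in the other are not shown to differ between them, which is what the interaction tests.

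**Figure D2:**
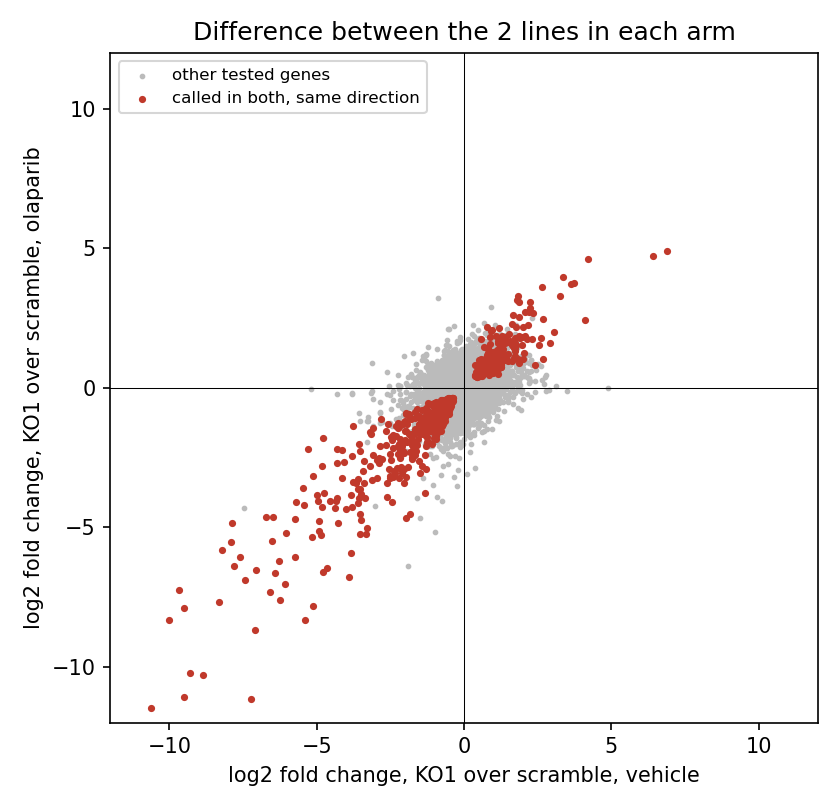
Log2 fold change of knockout against scramble in vehicle (horizontal axis) and in olaparib (vertical axis) for the 19143 genes tested; each point is a gene, and red points are the 705 genes called in both with the same sign. Most red points lie along the diagonal, and r over all genes is 0.661.

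Among genes chosen in advance for their part in PARP inhibitor response, few differed between the lines. Cdkn1a fell by 0.68 (SE 0.18) in vehicle and by 0.75 (SE 0.19) in olaparib on the log2 scale, with adjusted p of 0.0299 and 0.0147 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. These calls held in 17 and 19 of 22 alternatives. In olaparib, Trp53 was higher in the knockout line by 0.65 (SE 0.21, adjusted p 0.0478 by the same test), a call that held in 11 of 22 alternatives and was lost without scramble olaparib replicate 1 (log2 0.39, adjusted p 0.0656). Abcb1a, which encodes a drug efflux pump, was lower by -1.29 in olaparib (SE 0.36, adjusted p 0.0252 by the same test), held in 16 of 22 alternatives and lost in each of the 6 fits that left out an olaparib library, with adjusted p from 0.0501 to 0.105 by the same test. Abcb1a and Abcb1b are close paralogs, and their reads may have been divided in a way the files do not state. Brca2 stood at 117 ± 9.32 CPM in scramble and 86.9 ± 11.9 CPM in knockout cells in vehicle (SD, n = 3), a log2 fold change of -0.43. It was not called (adjusted p 0.0545 by the same test), but was in 4 of 22 alternatives. The Brca2 transcript gives no check of the loss of BRCA2, since a disrupted gene can still be transcribed. Mdm2, Parp1 and Abcb1b were called in none of the 5 contrasts, and Parp1 in none of their alternatives. Mdm2 with olaparib in scramble cells (-0.27, adjusted p 0.0513 by the same test, 0.0250 to 0.442 over the alternatives) was called in 5 of 22 alternatives. Abcb1b between the lines in olaparib (-0.36) was called in 1 of 22.

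The next comparisons asked what olaparib changed in each line, and hold the batch difference as well. In scramble cells 10094 genes were called (5365 higher and 4729 lower with olaparib) and in knockout cells 11026 (5761 higher and 5265 lower), 52.7% and 57.6% of the genes tested. At least 2-fold changes numbered 4136 in scramble and 4935 in knockout cells, most of them increases (3541 and 3765). Of the alternatives, mean CPM of at least 1 moved these counts most, to 7006 and 7921, since it tests fewer genes. The scaling set the balance of directions. The median log2 fold change of all genes was -0.02 in both lines, 0.14 in scramble and 0.10 in knockout cells with upper-quartile factors, and 0.12 and 0.21 with GC and length trends removed. The share of calls that were higher with olaparib was 53.2% in scramble cells, 66.9% with upper-quartile factors and 63.7% with the trends removed. In knockout cells it was 52.2%, 60.9% and 69.7%. In both lines 8129 genes were called with the same sign and 20 with opposite signs, and across genes the log2 fold changes had an r of 0.875 and a rho of 0.864.

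Among the genes with the largest changes, Lingo1 (chromosome 9, 56525759 to 56703752) rose with olaparib from 0.310 ± 0.275 to 10.0 ± 0.557 CPM in scramble cells and from 0.197 ± 0.181 to 9.79 ± 2.50 CPM in knockout cells (SD, n = 3), log2 fold changes of 5.04 (SE 0.47) and 5.59 (SE 0.50). Col6a1 (chromosome 10, 76544626 to 76562002) rose by 3.98 (SE 0.31) in scramble and 4.82 (SE 0.31) in knockout cells on the log2 scale. Srpk3, in a segment of chromosome X that was lower in the knockout line, rose by 3.57 (SE 0.43) in scramble cells and Col6a2 by 5.51 (SE 0.31) in knockout cells. In scramble cells, Gpnmb (chromosome 6, 49013480 to 49047863) went from 6.23 ± 1.03 to 0.292 ± 0.0105 CPM (SD, n = 3), a log2 fold change of -4.39 (SE 0.30, adjusted p 6.2e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adh7 and Ppargc1a changed by -3.78 (SE 0.34) and -2.67 (SE 0.25). In knockout cells F13a1 changed by -3.38 (SE 0.26). Car6 and Cox6a2 had the largest decreases there, -5.77 (SE 1.68) and -4.35 (SE 1.15), but varied widely in vehicle, where Car6 stood at 0.342, 11.2 and 1.55 CPM and Cox6a2 at 0.932, 14.9 and 5.03 CPM in the 3 knockout libraries. Car6 was not called when all genes with a count were tested (adjusted p 0.0624 by the same test). Of the genes chosen in advance, Trp53 rose with olaparib by 1.22 (SE 0.21) in scramble cells and from 24.7 ± 3.42 to 69.7 ± 2.76 CPM (SD, n = 3) in knockout cells, and Cdkn1a fell by 0.96 (SE 0.18) and 1.04 (SE 0.19), all 4 called in 22 of 22 alternatives. Brca2 fell by 0.57 (SE 0.13) in scramble cells, in 22 of 22 alternatives. In knockout cells it fell by 0.31 (SE 0.13), in 14 of 22 alternatives and by 0.03 with GC and length trends removed. Abcb1a fell by 2.04 (SE 0.35) in knockout cells, and its change of -0.45 (SE 0.33) in scramble cells was not called.

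The interaction asked for which genes the response to olaparib differs between the lines. It called 11 genes, 4 with a higher and 7 with a lower response in the knockout line, all at least 2-fold, while 1868 of 19143 genes had an unadjusted p under 0.05. This contrast has less power than the others, with 36% of simulated 2-fold and 85% of 4-fold differences recovered among genes above a minimum mean count. The count moved most with the low-count filter, to 142 with all genes that had a count. It was 118 with DESeq2. It was 58 without knockout vehicle replicate 1, 17 without scramble olaparib replicate 1, and 2 without scramble vehicle replicate 2 or knockout olaparib replicate 2 or 3. It was 5 without scramble vehicle replicate 1 or knockout vehicle replicate 3, and 6 without knockout vehicle replicate 2 or knockout olaparib replicate 1. Fuca2 (chromosome 10, 13375284 to 13394779) rose with olaparib from 19.3 ± 1.73 to 30.4 ± 1.25 CPM in scramble cells and dropped from 5.46 ± 0.348 to 1.33 ± 0.262 CPM in knockout cells (SD, n = 3), an interaction of -2.69 (SE 0.21, adjusted p 1.6e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Pdgfrl (chromosome 8, 41379249 to 41443822) rose from 3.68 ± 0.479 to 11.3 ± 0.506 CPM in scramble cells and dropped from 3.16 ± 0.718 to 1.46 ± 0.234 CPM in knockout cells (SD, n = 3), an interaction of -2.73 (SE 0.28, adjusted p 3.9e-04 by the same test). Both stayed called in 21 of 21 alternatives. Ddr2 (chromosome 1, 169799876 to 169938331) stood at 28.6 ± 8.18 and 29.7 ± 6.01 CPM in scramble cells and dropped from 7.23 ± 3.38 to 1.16 ± 0.178 CPM in knockout cells (SD, n = 3), an interaction of -2.70 (SE 0.45). Wnt10b (chromosome 15, 98668593 to 98676031) stood at 23.9 ± 2.57 and 21.5 ± 3.14 CPM in scramble cells and rose from 41.0 ± 5.28 to 97.7 ± 6.82 CPM in knockout cells (SD, n = 3), an interaction of 1.41 (SE 0.19). Jag1 and Fbxw9 had interactions of 1.20 (SE 0.20) and 1.17 (SE 0.20). The adjusted p, by the same test, was 0.0114 for Wnt10b, 0.0427 for Jag1 and for Fbxw9 and 0.0435 for Ddr2, and their calls held in 18, 9, 10 and 8 of 21 alternatives. For Ddr2 and Fbxw9, 6.93% and 6.41% of exon bases are shared with a weakly expressed gene on the opposite strand. Of the genes chosen in advance, none had an interaction past the threshold, and Abcb1a came closest to it (-1.59, SE 0.48, adjusted p 0.317 by the same test, with a range of 3.7e-04 to 0.777 over the alternatives and a call in 2 of 21).

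Gene lists fixed in advance were compared to see whether whole processes moved. Camera called 15 of 40 tests, 11 up and 4 down. Of these 15, 3 held under fry (extracellular matrix with olaparib in both lines and NF-kB with olaparib in scramble cells), fry called another 2 (p53 targets with olaparib in both lines) and with an estimated inter-gene correlation 0 of the 40 were called. With all genes that had a count, camera called 23. The lists called by camera kept the sign of their medians with RLE, upper-quartile and DESeq2 scaling and with GC and length trends removed. Of the others, 4 changed sign in at least 1 of these: G2/M genes with olaparib in scramble cells (-0.12, 0.03 with upper-quartile factors), DNA repair genes with olaparib in knockout cells, cholesterol genes between the lines in vehicle, and interferon genes between the lines in olaparib. The 25 tested extracellular matrix and TGF-beta genes had median log2 fold changes of 0.46 in vehicle and 0.45 in olaparib for knockout against scramble, with 19 and 18 of 25 positive (camera adjusted p 3.4e-05 and 0.00105, fry adjusted p 0.0557 and 0.0513). Of them 9 were called in vehicle (8 higher; 12 when adjusted over the list alone) and 12 in olaparib (10 higher; 14 when adjusted over the list alone). Lox rose by 2.14 (SE 0.22) and 1.73 (SE 0.22), Thbs1 by 1.14 (SE 0.21) and 1.61 (SE 0.21) and Col5a1 by 0.99 (SE 0.15) and 0.85 (SE 0.15) in vehicle and olaparib. Col5a2 rose by 1.18 (SE 0.21) in vehicle and Col6a2 by 2.90 (SE 0.25) in olaparib. With olaparib the list's medians were 1.13 in scramble and 1.03 in knockout cells, with 24 of 25 positive in each and fry adjusted p of 6.2e-04 in both. Of its genes 19 were called in each line, and 21 and 19 when adjusted over the list alone.

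The cholesterol biosynthesis list rose with olaparib, with medians of 0.76 in scramble cells (21 of 21 positive, camera adjusted p 0.00146) and 0.60 in knockout cells (17 of 21 positive, camera adjusted p 0.0136), and 10 and 11 of its genes were called, the same numbers as when adjusted over the list alone. The call in knockout cells was lost without knockout vehicle replicate 2 (median 0.29, camera adjusted p 0.139). Between the lines 1 of its genes was called in vehicle and 0 in olaparib, also when adjusted over the list alone. NF-kB and inflammatory cytokine genes fell with olaparib in scramble cells (median -0.35, 2 of 18 positive, camera adjusted p 0.00389), with 14 called and 14 when adjusted over the list alone. That call was lost with the mean CPM filter (median -0.20, camera adjusted p 0.0590). In knockout cells 9 were called, and 9 when adjusted over the list alone. Between the lines, 3 were called in vehicle and 6 in olaparib (6 and 7 when adjusted over the list alone), among which Csf1 rose by 1.00 (SE 0.14) and 1.06 (SE 0.14) and Traf1 changed by -2.25 (SE 0.33) in vehicle. The interferon list fell with olaparib in scramble cells (median -0.37, 9 of 37 positive, camera adjusted p 0.0476), a call that was lost with the mean CPM filter (0.145), with the replicate block (0.0567) and without scramble vehicle replicate 1 (0.117), scramble olaparib replicate 1 (0.126) or scramble olaparib replicate 3 (0.0655). In each line 18 of its genes were called with olaparib, and 17 when adjusted over the list alone. Between the lines 4 of its genes were called in vehicle and 8 in olaparib (5 and 10 when adjusted over the list alone), in both directions: Ifit2 rose by 0.73 (SE 0.20) and 1.04 (SE 0.21), while Oas1a changed by -1.92 (SE 0.35) in vehicle and Ccl5 by -1.89 (SE 0.32) in olaparib. Oas1a belongs to a family of near-identical genes, so its level is uncertain.

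The DNA repair and PARP inhibitor response list had 61 genes tested, among them the efflux pump genes Abcb1a and Abcb1b. Of these 61, 2 were called between the lines in vehicle and 4, Abcb1a included, in olaparib (8 and 4 when adjusted over the list alone). The list fell slightly in vehicle (median -0.12, 16 of 61 positive, camera adjusted p 0.0136), but not without knockout vehicle replicate 2 (median -0.01, camera adjusted p 0.399) or scramble vehicle replicate 3 (camera adjusted p 0.0690). With olaparib 22 were called in scramble and 29 in knockout cells (17 and 26 when adjusted over the list alone). Chek1 changed by -0.57 (SE 0.14) and Blm by -0.47 (SE 0.13) in vehicle, and in olaparib Rad51c changed by -0.70 (SE 0.14), Polq by 0.64 (SE 0.17) and Xrcc3 by 0.70 (SE 0.20). Chek1 and Polq lie in chromosome segments whose genes shifted together between the lines in the same direction. Of the 27 p53 targets, 2 and 8 were called between the lines (2 and 9 when adjusted over the list alone), with Trp53inp1 at -1.64 (SE 0.22), Sesn2 at -0.91 (SE 0.19) and Bbc3 at -0.91 (SE 0.18) in olaparib and Ei24, in the same shifted segment of chromosome 9 as Chek1, at -0.53 (SE 0.14) in vehicle. With olaparib the p53 targets had medians of -0.36 in scramble and -0.28 in knockout cells (fry adjusted p 0.0236 and 0.0183, camera adjusted p 0.140 and 0.132), and 15 and 17 of 27 were called (17 and 18 when adjusted over the list alone). The 34 DNA replication genes were higher in the knockout line in olaparib (median 0.26, 30 of 34 positive, camera adjusted p 0.00177, fry 0.297), with 5 called and 6 when adjusted over the list alone. That call was lost without scramble olaparib replicate 2 (camera adjusted p 0.0859). Chaf1a rose by 0.70 (SE 0.19), Mcm10 by 0.61 (SE 0.17), Cdt1 by 0.47 (SE 0.14), Cdc45 by 0.47 (SE 0.13) and Rfc4 by 0.45 (SE 0.11). Rfc4 and Cdc45 lie in shifted segments of chromosome 16, and Chaf1a shares 52.5% and Rfc4 12.7% of its exon bases with an expressed gene on the opposite strand. With olaparib the DNA replication list fell in scramble cells (median -0.34, 3 of 34 positive, camera adjusted p 0.0117, fry 0.278), a call that was lost with the mean CPM filter (0.137) and without scramble vehicle replicate 3 (0.0766) or scramble olaparib replicate 2 (0.0565). With olaparib 10 of its genes were called in each line, and 8 when adjusted over the list alone. Among the 30 G2/M genes 0 were called between the lines in either treatment, also when adjusted over the list alone, and 9 and 8 were called with olaparib in scramble and knockout cells. In the interaction, camera called 4 lists: DNA replication (median 0.33, 34 of 34 positive, camera adjusted p 1.6e-06), NF-kB (0.26, 16 of 18, 0.00212), G2/M (0.22, 27 of 30, 0.00697) and DNA repair (0.20, 44 of 61, 0.00793). The G2/M call was lost without knockout vehicle replicate 2 (median 0.02, camera adjusted p 0.584), scramble vehicle replicate 3 (0.02, 0.189) or scramble olaparib replicate 2 (0.13, 0.164). The DNA repair call was lost without knockout vehicle replicate 2 (0.11, 0.187) or scramble olaparib replicate 2 (0.16, 0.0507). The cholesterol list was not called in the interaction (median -0.18, camera adjusted p 0.230), but was without knockout vehicle replicate 2 (-0.46, 3.0e-05) or scramble vehicle replicate 3 (-0.46, 0.0129). None of the 4 called lists held under fry (adjusted p 0.289, 0.0813, 0.612 and 0.231), and no gene of any list was called over all genes, while 5 p53 targets and 1 NF-kB gene were called when adjusted over the list alone.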

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

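The splits of the libraries were planned, while their sorting by how they treat the lines and the tests of the intermediate library, of GC and length trends, of batch and of single libraries behind the DNA replication list were chosen only after the result was seen. The difference in olaparib response between the lines stood out because it was tested as an interaction and passed the threshold for 11 genes and 4 gene lists. Of the genes, Wnt10b (1.41), Jag1 (1.20) and Fbxw9 (1.17) had the largest positive interactions and Pdgfrl (-2.73), Ddr2 (-2.70) and Fuca2 (-2.69) the largest negative ones on the log2 scale, among genes above the level set for naming. Of 100 splits drawn for the interaction, the real one included, 7 gave at least 11 genes. The other 6 gave 12, 14, 19, 27, 52 and 3512 genes. All 6 kept the true lines apart in one treatment and mixed or reversed them in the other, so they carry the difference between the lines into the interaction. The 85 splits that mixed the lines in both treatments gave 0 genes each (115 to 2365 at an unadjusted p under 0.05, with a median of 454, against 1868 in the real split), but they put the difference between the lines into the spread within groups. Neither kind of split shows what an interaction of 0 would give, so the splits leave open whether the number of genes is beyond chance.

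For these 11 genes, the tables argue against the intermediate library, scramble olaparib replicate 1, and against GC and length trends as the whole cause. Without that library 10 of the 11 genes stayed called, and with GC and length trends removed, 11 of 11 did. Other libraries mattered more: of the 11 genes, 2 stayed called without scramble vehicle replicate 2 or knockout olaparib replicate 2 or 3, and 4 without knockout vehicle replicate 3. The number called rose to 58 without knockout vehicle replicate 1. Batch stays open: 0 batches hold both vehicle and olaparib libraries, so a batch shift that differs between the lines cannot be told apart from a different response to olaparib. A difference in response between the lines, through Rad52 or another difference between these lines, also stays open and was not tested, since there is 1 knockout line. All 11 genes were also called between the lines in at least 1 treatment.

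Of the lists, the median interaction was 0.33 for DNA replication, 0.26 for NF-kB and inflammatory cytokines, 0.22 for G2/M and 0.20 for DNA repair genes. These lists were called by camera with a preset correlation, and with an estimated correlation 0 of the 40 tests passed. The DNA replication list was set against the libraries that stood apart. Its mean log2 CPM was 6.38 ± 0.20 in scramble and 6.23 ± 0.40 in knockout cells in vehicle, and 6.04 ± 0.22 and 6.34 ± 0.08 in olaparib (SD, n = 3), so the group differences are near the spread between replicates. Without knockout vehicle replicate 2 its median interaction was 0.16 and still called, so that library alone does not make the shift, though it makes up much of its size. Scramble olaparib replicate 1 had the highest mean log2 CPM of its group for the list, 6.22 against 5.80 and 6.10 in replicates 2 and 3. Leaving it out, which gave 0.51, could therefore hardly lower the interaction and does not test that library. The proliferation state of single cultures may add to the spread, as the G2/M median dropped to 0.02 without knockout vehicle replicate 2. Batch stays open for the lists as it does for the genes.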

How the results depend on the processing

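The GC and length alternative and the one without mitochondrial genes were chosen only after the data had been seen. Across the settings other than leaving out a library, the count called was 928 to 1580 for the knockout effect in vehicle, 2224 to 3039 for that in olaparib, 7006 to 10857 and 7921 to 11752 for olaparib in scramble and knockout cells, and 647 to 909 for both knockout comparisons. Of the 11 interaction genes, 11 were kept with RLE, DESeq2 and GC and length trends removed, 9 with upper-quartile factors, 8 with a mean CPM of at least 1 and 7 with the replicate number as a block. On leaving out a library, 2 to 11 were kept. The interaction count was 118 with DESeq2, 142 with all genes that had a count, and 7 with the replicate number as a block. Replicate numbers did not pair the libraries, since correlations of same-number libraries between groups ran from -0.174 to 0.209. The correlation of the knockout effects was 0.127 with all genes that had a count, which adds genes near 0 counts, and 0.773 with a mean CPM of at least 1. List calls numbered 5 with fry, 0 with an estimated correlation and 23 with all genes that had a count. The causes of these changes were not tested otherwise.

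Across the fits that each left out 1 library, the count was 629 (without scramble vehicle replicate 1) to 2053 (without scramble olaparib replicate 1) for the knockout effect in vehicle, and 1026 (without knockout olaparib replicate 2) to 2947 for that in olaparib. It was 437 to 1020 for both comparisons, 7737 to 11858 and 9417 to 12239 for olaparib in scramble and knockout cells, and 2 to 58 for the interaction. List calls ran from 11 to 20, and the correlation of the knockout effects from 0.553 to 0.641.

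Directions turned mostly in effects near 0. Abcb1b with olaparib in scramble cells was 0.00525 with DESeq2, 0.00540 with RLE, 0.151 with upper-quartile factors, 0.205 with GC and length trends removed, 0.117 with a mean CPM of at least 1 and 0.0337 with only the 6 libraries compared. In knockout cells it was 0.0625, 0.194 and 0.0462 with upper-quartile factors, trends removed and a mean CPM of at least 1. Mdm2 with olaparib in knockout cells was 0.0689, 0.132 and 0.0509 in the same settings. Parp1 was 0.0123 with upper-quartile factors in knockout cells, and -0.0239 with trends removed and -0.0790 with all genes that had a count in scramble cells. With olaparib in knockout cells, DNA repair genes had a median of -0.00108, which fry gave the opposite direction, and 0.10 with a mean CPM of at least 1. DNA replication and G2/M genes turned to -0.0542 and -0.0547 with all genes that had a count. Cholesterol genes between the lines in vehicle turned to 0.0503 with a mean CPM of at least 1. The cause was not tested.

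Leaving out a library also turned results, judged by the fold change for genes and by camera's direction for lists. Abcb1b ranged from -0.143 to 0.0579 in the interaction, -0.153 to 0.0368 with olaparib in knockout cells and -0.124 to 0.0431 in scramble cells. Cdkn1a ranged from -0.224 to 0.0428 in the interaction. Parp1 ranged from -0.230 to 0.135 between the lines in vehicle, -0.366 to 0.0122 in the interaction and -0.131 to 0.215 with olaparib in scramble cells. DNA repair genes ranged from -0.0302 to 0.0636 between the lines in olaparib and -0.0833 to 0.0705 with olaparib in knockout cells. DNA replication genes ranged from -0.342 to 0.0831 between the lines in vehicle and -0.143 to 0.225 with olaparib in knockout cells. G2/M genes ranged from -0.0303 to 0.228 between the lines in olaparib, -0.287 to 0.106 in vehicle, and -0.137 to 0.269 with olaparib in knockout cells. Between the lines in vehicle, G2/M genes were called in 3 of 18 alternatives and DNA replication genes in 2. Between the lines in olaparib, G2/M genes were called in 1 of 18. Cholesterol genes ranged from -0.279 to 0.216 between the lines in vehicle, where the list was called upward without knockout vehicle replicate 2 (0.21, camera adjusted p 0.0242) and downward without knockout vehicle replicate 1 (-0.28, 0.00639), and from -0.457 to 0.135 in the interaction, where the list was called downward without scramble vehicle replicate 3 (camera adjusted p 0.0129) or knockout vehicle replicate 2 (3.0e-05). Interferon genes ranged from -0.186 to 0.0459 between the lines in olaparib. In the interaction, camera's direction turned while the median kept its sign for extracellular matrix genes (-0.266 to -0.0363) and interferon genes (0.0264 to 0.279), and p53 targets ranged from -0.0999 to 0.12. Interferon genes between the lines in vehicle were called in 5 of 18 alternatives. Their median turned to 0.0614 without scramble vehicle replicate 1, from -0.23, while camera's direction stayed. The cause was not tested.

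Among single genes named, 169 other results lost their call on leaving out a library and 33 in other settings, while 8 and 9 gained one. Among lists, 14 lost their call on leaving out a library and 31 in other settings, mostly the set tests with another correlation, while 17 and 10 gained one. Direction and side of the threshold held for 1135 gene results on leaving out a library and 1035 in other settings, and for 431 and 194 list results. Upper-quartile factors and the removal of GC and length trends were run for list medians but not for list tests. With 3 libraries per group, simulated 2-fold interactions were recovered at 36%, so an interaction not called is not shown to be absent.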

Other observations

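The tests of the label swap, of batch, of mitochondrial displacement, of the placement of strongly lower genes and of the copies of their chromosome, of depth and of poly-A selection were chosen only after the result was seen, as was the GC and length alternative. Scramble olaparib replicate 1 lay between the treatments on the first principal component, at 9.98. A swap of labels with a vehicle library needs a scramble vehicle library out of place, and the highest of these lay at -57.4, with the others. A mixture of vehicle-like and olaparib-like scramble RNA predicts the same linear fraction for genes that rise and genes that fall. The median fraction was 0.326 for 872 genes that rose at least 4-fold and 0.899 for 39 that fell as much, a difference of -0.574, where a simulated mixture of equal parts gave -0.00871 and a simulated state halfway on the log scale gave -0.446. The observed value lies nearer the second, but beyond it. On the log scale the median fractions were 0.548 for genes that rose and 0.796 for genes that fell, where a state halfway on that scale predicts equal ones. Neither simulated case therefore matches the library, and a partial response of that culture stays open but is not shown. What would cause it, such as dose, exposure or handling, was not tested.

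With olaparib, 8129 genes changed in the same direction in both lines. Each of the 4 pairwise comparisons was set against the other splits of its 6 libraries, and in each the real split alone, 1 of 10, gave as many genes. The highest count from any other split was 87, for the lines in vehicle. A share of 0.1 is the smallest that 10 splits can give. Removing GC and length trends kept 82.4% of the calls in scramble cells and 75.5% in knockout cells, so these trends are not the whole of the change. A larger share of mitochondrial transcripts would lower nuclear genes alike by a small factor, whereas 3523 nuclear genes were called at least 2-fold higher in scramble cells. Since 0 batches hold both treatments, olaparib and batch cannot be told apart.

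More genes were detected in olaparib libraries at equal depth: the lowest olaparib library had 32865 genes and the highest vehicle library 31181, which argues against sequencing depth. Non-coding transcripts rose, with median log2 fold changes of 0.88 in scramble and 0.94 in knockout cells for 3648 lncRNA genes, in the same direction under each scaling tried. For processed pseudogenes the medians were -0.29 and -0.53, and turned positive (0.02 and 0.09) with GC and length trends removed. Less complete poly-A selection predicts more ribosomal RNA, and the ratio of mean rRNA gene shares, olaparib over vehicle, was 0.953 (1.04 in scramble and 0.880 in knockout cells). Shares of single libraries overlapped, from 0.136% to 0.342% in vehicle and 0.193% to 0.321% in olaparib. The ratio for replication-dependent histone genes was 0.881 (0.926 in scramble and 0.824 in knockout cells). Malat1 and Neat1 went the other way, with ratios of 4.12 and 3.59. Less complete poly-A selection therefore stays open. The share of olfactory and vomeronasal receptor genes, which serve as a measure of background, rose with a ratio of 1.86. More DNA or unspliced RNA in the second batch may contribute and stays open, as does a response of transcription to olaparib.

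The lines differed in both treatments along stretches of chromosomes. In windows of 30 neighbouring genes, 417 windows shifted past the shuffled limit in both treatments in the same direction and 0 in opposite directions, which form 14 segments on chromosomes 3, 6, 7, 9, 16, 17 and X. Of the genes called in both treatments with the same sign, 524 were among the 12150 expressed well enough to be used in the windows. Of these 524, 26.1% lay inside segments, against 7.86% of all genes used, and 387 lay outside. Segments and calls were drawn from the same fold changes, so a higher share inside segments is partly built in. This comparison therefore cannot test copy number. A copy-number difference between the lines is a candidate explanation for the calls inside segments. It was not measured on DNA. The median log2 fold change on chromosome X was -0.36 in vehicle and -0.39 in olaparib, and on chromosome 16 it was 0.26 and 0.29. Rad52 lies in no segment.

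A separate group of 31 genes changed at least 8-fold between the lines in both treatments, 28 of them lower in the knockout line. Of the 31, 12.9% lay inside segments of their direction, against 6.44% of all genes used. Windows of 30 genes cannot show the loss of a single gene or a few neighbours, so copy number stays open for this group. Of the 28, 10 lay on chromosome 4, which holds 6.24% of the genes used, and 5 on chromosome 6. In 10000 random placements 3 had as many on 1 chromosome (permutation p 4e-04, one-sided). Fewer copies of chromosome 4 would lower its other genes too, and its median log2 fold change was -0.0539 in olaparib and -0.07 in vehicle. The genes on chromosome 4, chosen after their values were seen, are Glipr2, Anks6, Pappa, Ak4, Spata6, 5730409E04Rik, Eif4g3, Tmem51, Kazn and Kcnab2. A heritable loss of expression that differs between clones may account for them, as may small deletions or a copy-neutral change of the chromosome. None of these was tested, nor whether any relates to Rad52. The 5 genes on chromosome 6, also chosen after their values were seen, are Plxna4, Cand2, Eno2, P3h3 and Vwf. Rad52 (119879659 to 119899789) lies between Cand2 (115751499 to 115782518) and Eno2 (124737016 to 124746636), with P3h3 and Vwf beyond Eno2. Whether their loss relates to the targeting of Rad52 was not tested either.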
